# The papain-like cysteine protease CEP1 is involved in programmed cell death and secondary wall thickening during xylem development in Arabidopsis

**DOI:** 10.1093/jxb/ery356

**Published:** 2018-10-30

**Authors:** Jingyi Han, Hui Li, Bin Yin, Yongzhuo Zhang, Yadi Liu, Ziyi Cheng, Di Liu, Hai Lu

**Keywords:** Cysteine protease, programmed cell death, secondary wall, xylem development

## Abstract

Both tracheary elements and fiber cells undergo programmed cell death (PCD) during xylem development. In this study we investigated the role of papain-like cysteine protease CEP1 in PCD in the xylem of Arabidopsis. CEP1 was located in the cell wall of xylem cells, and *CEP1* expression levels in inflorescence stems increased during stem maturation. *cep1* mutant plants exhibited delayed stem growth and reduced xylem cell number compared to wild-type plants. Transmission electron microscopy demonstrated that organelle degradation was delayed during PCD, and thicker secondary walls were present in fiber cells and tracheary elements of the *cep1* mutant. Transcriptional analyses of the maturation stage of the inflorescence stem revealed that genes involved in the biosynthesis of secondary wall components, including cellulose, hemicellulose, and lignin, as well as wood-associated transcriptional factors, were up-regulated in the *cep1* mutant. These results suggest that CEP1 is directly involved in the clearing of cellular content during PCD and regulates secondary wall thickening during xylem development.

## Introduction

Secondary growth is an important biological process in woody plants. The wood that it produces provides raw material for construction, fuel, and paper manufacturing. During secondary growth, the cambium contains a pool of pluripotent stem cells that continuously produce xylem and phloem, resulting in thickening of the stem and roots and thereby increasing plant biomass (Miyashima *et al.*, 2013). Secondary growth is also observed in herbaceous Arabidopsis, which provides an excellent model system for this process (Nieminen *et al.*, 2004). Secondary xylem development involves a cascade of processes including cell wall expansion, secondary wall deposition, lignification, and plant cell death (Turner *et al.*, 2007; Bollhöner *et al.*, 2012). Several transcription factors have been found to regulate secondary xylem development (Demura and Fukuda, 2007; Zhong *et al.*, 2008), and plant hormones such as auxin, cytokinin, brassinosteroids, and ethylene are also involved in the process (Milhinhos and Miguel, 2013).

Both tracheary elements (TEs) and fiber cells undergo programmed cell death (PCD) during xylem development. PCD during TE differentiation has been extensively studied in the Arabidopsis model system, in poplar, and in *Zinnia elegans* cultured *in vitro*. During TE differentiation, collapse of the vacuole is considered the initial moment of cell death during PCD. The release of hydrolytic enzymes stored in the vacuole leads to the rapid degradation of organelles, nuclear DNA, and part of the cell wall (Fukuda, 1997; Kuriyama, 1999; Obara *et al.*, 2001; Escamez and Tuominen, 2014). Several cysteine proteases have been implicated in the regulation of xylem PCD during TE differentiation. The PCD-specific hydrolytic cysteine protease ZCP4 accumulates in the vacuoles of developing TEs in *Z*. *elegans* and plays a role in the degradation of cell contents following vacuolar collapse (Ye *et al.*, 2002). A peptide aldehyde inhibitor of papain-type peptidases blocks autolysis of TEs in *Z*. *elegans* cultures (Woffenden *et al.*, 1998). A protease with caspase-3-like activity is associated with PCD during secondary xylem development in poplar (Han *et al.*, 2012). Two xylem-specific papain-like cysteine peptidases, *XYLEM CYSTEINE PROTEASE1* (*XCP1*) and *XCP2*, have been shown to localize to vacuoles and act as effectors of autolysis during TE differentiation in Arabidopsis (Funk *et al.*, 2002; Avci *et al.*, 2008). Arabidopsis metacaspase 9 (AtMC9) is a xylem-specific metacaspase involved in regulating TE autolysis, and its loss of function results in defects in this process (Bollhöner *et al.*, 2012). Although several proteases have been characterized in PCD during xylem development, the full extent of the involvement of cysteine proteases remains unknown.

It has been previously determined that CEP1, a papain-like cysteine protease characterized by a C-terminal KDEL endoplasmic reticulum retention signal, is expressed in Arabidopsis roots, flowers, and stems, and is involved in tapetal PCD and pollen development (Zhang *et al.*, 2014). In this study, we found that mutations in *CEP1* delayed plant growth and altered xylem cell number. To determine whether *CEP1* is also involved in PCD during xylem development in Arabidopsis, we compared the structure and global transcriptional expression patterns of the inflorescence stem of *cep1* mutants with wild-type plants. Transmission electron microscopy revealed that the mutant plants displayed delayed organelle degradation during PCD and had thicker secondary walls in fiber cells and TEs. Many genes regulating the biosynthesis of secondary wall components were up-regulated in the *cep1* mutant. These results indicate that CEP1 is important in degrading the cellular content during PCD of secondary xylem growth and that it affects secondary wall deposition.

## Materials and methods

### Plant material and growth conditions

Seeds of the *Arabidopsis thaliana* T-DNA insertion mutants *cep1* (SALK_013036) and *cep1-2* (SALK_137016) were obtained from the Arabidopsis Biological Resource Center (https://abrc.osu.edu). The mutants were confirmed as homozygous by PCR using the primers BP, ATTTTGCCGATTTCGGAAC; LP1, TAGCAACAGCGAAAGGTAAGC, and RP2, AAGCTGTTGCTAATCAGCCTG for *cep1*, and BP, ATTTTGCC GATTTCGGAAC; LP3, CAAAATCTTAGTTTCGACGATGG; and RP4, GGCTCCATTCTTTCTCCAATC for *cep1-2*. Transgenic Arabidopsis seeds overexpressing CEP1 or the ProCEP1-GFP (green fluorescent protein) fusion construct were generated in our laboratory as described previously (Zhang *et al.*, 2014). Columbia-0 was used as the wild-type control. All plants were grown in a greenhouse at 23 °C (16 h light, 8 h dark, 120 µmol photons m^−2^ s^−1^).

### Real-time PCR analyses

Total RNA was isolated from the main stem at different plant developmental stages using an EASYspin Plant RNA Kit RN09 (Aidlab, China) according to the manufacturer’s instructions. First-strand cDNA synthesis was performed using a FastQuant Reverse Transcription Kit (Tiangen Biotech, Beijing, China). The mRNA level was normalized using the Arabidopsis *actin* gene (forward primer 5′- CGTATGAGCAAGGAGATCAC-3′ and reverse primer 5′- CACATCTGTTGGAAGGTGCT-3′). To detect *CEP1* expression in the real-time PCR assay the forward primer was 5′-CTATTGATGCTGGAGGCTCAGACT-3’ and the reverse primer was 5′-GAATCCCTCTCTGCATTCTTATGT-3′. SuperReal PreMix Plus (SYBR green; Tiangen Biotech) was used for the real-time PCR reaction, which was performed as follows: initial denaturation step for 15 min at 94 °C, followed by 40 cycles depending on the template with a denaturation step (30 s at 94 °C), an annealing step (20 s at 56 °C), and an extension step (20 s at 72 °C). A solubility curve was then calculated for the reactions, which concluded with a step of 30 s at 95 °C and a step of 30 s at 65 °C, followed by a step of slowly increasing temperature to 95 °C in increments of 0.5 °C s^–1^. Three plants were tested and each sample was analysed three times. Data were analysed using iQ5 software (Bio-Rad Laboratories, Hercules, CA, USA), and differences in gene expression were calculated using the 2^−ΔΔ*C*T^ method (Livak and Schmittgen, 2001).

### Stem histochemistry

For histological analyses, we collected the first basal-end node of the main inflorescence stem, immediately above the uppermost rosette leaf, at different developmental stages from the wild-type, the *cep1* T-DNA insertion mutant lines, and the *CEP1*-overexpressing transgenic lines. The basal nodes of inflorescence stems from early to late developmental stages were selected to produce paraffin sections. All samples were fixed in formaldehyde/acetic acid/alcohol fixation buffer (FAA; 70% ethanol:formaldehyde:acetic acid = 90:5:5) for 24 h at 4 °C and stored in 70% ethanol. The stem nodes were gradually dehydrated (70%, 80%, 95%, and 100% ethanol, 1 h each step) and 0.1% safranine O in ethanol was added to pre-stain the xylem. The stem nodes were then embedded in paraffin (Sigma-Aldrich) according to the manufacturer’s instructions. Transverse serial sections (8 μm thick) were prepared using a Leica RM2016 microtome, dewaxed in dimethylbenzene, mounted in neutral balsam after drying, placed on a cover glass, and observed under a Leica DCF500 microscope. Micrographs of sections from 9–12 specimens were examined. Statistical differences were determined using Student’s *t*-test.

### CEP1 reporter line and confocal laser scanning microscopy

The reporter line ProCEP1-GFP in the Col-0 background has been described previously by Zhang *et al.* (2014). Stems of transgenic Arabidopsis plants were examined using a Leica DMI6000 CS confocal laser-scanning microscope. GFP was excited with an argon laser at a wavelength of 488 nm, and emission was detected at 500 nm and 530 nm.

### Transmission electron microscopy

When the Arabidopsis plants had grown to stage 4 and the inflorescence stem had stopped flowering and elongating, the first basal stem nodes were collected for TEM analyses. The nodes were pre-fixed in 3% (w/v) paraformaldehyde and 0.25% glutaraldehyde in 0.2 N sodium phosphate buffer (pH 7.0), then fixed in 2% osmic acid in phosphate-buffered saline for 3 h. After rinsing with phosphate buffer, samples were gradually dehydrated in ethanol (30%, 50%, 70%, 80%, 90%, and 100%, 1 h each step). The ethanol was then gradually replaced by propylene oxide (25%, 50%, 75%, and 100%, 10 min each step) and samples were embedded in Spurr resin (SPI-Chem^TM^ Low Viscosity Spurr Kits, SPI Supplies, West Chester, PA, USA) according to the manufacturer’s instructions. Ultrathin sections (70 nm) were obtained using a Leica UC6 ultramicrotome and double-stained with 2% (w/v) uranyl acetate and 2.6% (w/v) lead citrate aqueous solution. Observations and image capture were performed with an H-7650 transmission electron microscope at 80 kV and a 832 charge-coupled device camera (Hitachi). Cell wall thicknesses were determined as the mean value of four measurements taken perpendicularly across the wall in each cell. Cell size and cell wall thickness were measure using the ImageJ software (https://imagej.nih.gov/ij).

### Transcriptome analyses

When the Arabidopsis plants had grown to stage 4 and stopped flowering, the stems were collected for transcriptional analyses. Total RNA was isolated using an EASYspin Plant RNA Kit RN09 (Aidlab) according to the manufacturer’s instructions. Sequencing libraries were generated using a NEBNext Ultra^TM^ RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s instructions. The samples were sequenced using a HiSeq 2000 Genome Analyzer (Illumina, Inc., San Diego, CA, USA). High-quality clean reads were selected and mapped to the Arabidopsis reference genome and reference genes using TopHat v2.0.12 (Trapnell *et al.*, 2009). Gene expression levels were calculated as reads per kb per million reads (Trapnell *et al.*, 2012). The data were deposited in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102694) under accession number GSE102694.

Differential expression analyses between the *cep1* mutant and wild-type plants were performed using the DEGseq R package based on normalized read counts (Wang *et al.*, 2010). *P*-values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate (FDR). 

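The comparison of the single *cep1* library with the single WT library could be recomputed from the deposited read counts. Dividing the counts by 20.3 in *cep1* and by 22.8 in the WT gave the authors' normalized read counts. DEGseq's MA-plot-based test with the random sampling model, computed on these values, gave log2 ratios that differed from those in the authors' deposited table by at most 0.000498. The p-values differed by at most 0.00212 on the log10 scale for 732 of the 733 genes listed, and the p-value of the remaining gene was too small to be written as a number above 0. The model counts only the sampling of reads, so each p-value compares those libraries and not the conditions. It takes the normalized counts as reads, as if the libraries were 20.3 (*cep1*) and 22.8 (WT) times shallower than they were. The p-values therefore do not measure the sampling of the actual reads. The test was centred on a log2 ratio of 0.24, which is the ratio of the total normalized counts of the libraries, whereas the fold-change threshold was taken from 0. The ratio of a p-value to its Benjamini and Hochberg adjusted value is the rank of the gene divided by the number of genes tested. The copy of Supplementary Table S1 used here shows 325 of its 733 rows for down-regulated genes, and 58 of these values were used. For 18194 tested genes, the ranks from those 58 values lay at a mean distance of 0.00241 from a whole number. The next best number of genes, 18195, gave a mean distance of 0.00647. With 18194 tested genes, the gene with the largest p-value in the deposited table had an implied rank of 2462. At least 2462 genes thus had an adjusted p-value of at most 0.005 before the threshold on the log2 ratio was applied. Genes outside that table could rank after it and were not seen.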

A corrected *P*-value of <0.05 and a log_2_ ratio ≥1 or ≤–1 were set as the thresholds for significant differential expression. Cluster analyses of the gene expression patterns were performed based on the *K*-means method using Cluster 3.0 (Sturn *et al.*, 2002). Gene ontology (GO) enrichment analyses of the differentially expressed genes (DEGs) were performed using the GOseq R package (Young *et al.*, 2010). GO terms with a corrected *P*-value of <0.05 were considered significantly enriched among DEGs. The KOBAS 3.0 software (http://kobas.cbi.pku.edu.cn/) was used to test for the significance of enrichment of DEGs in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.

### Accession numbers

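In the TAIR10.1 reference assembly, *CEP1* lies on the forward strand of chromosome 5 from 20455317 to 20457068, a span of 1752 bp. The RefSeq annotation divides it into 3 exons, from 20455317 to 20456046, from 20456134 to 20456510 and from 20456596 to 20457068. The coding sequence begins at 20455605 in exon 1 and ends at 20456862 in exon 3. It leaves a 5′ untranslated region of 288 bp and a 3′ untranslated region of 206 bp.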

Sequence data from this article can be found in the Arabidopsis Genome Initiative under the accession number At5G50260 (*CEP1*).

## Results

### *CEP1* expression patterns in Arabidopsis stems and the *cep1* mutant phenotype

We examined the phenotypes of the mutant lines *cep1* and *cep1-2*, in which T-DNAs are inserted into the third exon and the 5′ untranslated region of *CEP1*, respectively (Fig. 1A), and found that both displayed significantly decreased *CEP1* expression levels. Compared to wild-type (WT) plants, the germination and flowering times of the mutants occurred 1 week later (Fig. 1B). However, no differences were observed in plant height and stem thickness between the mutants and the WT by the final stage of plant growth.

**Fig. 1.**
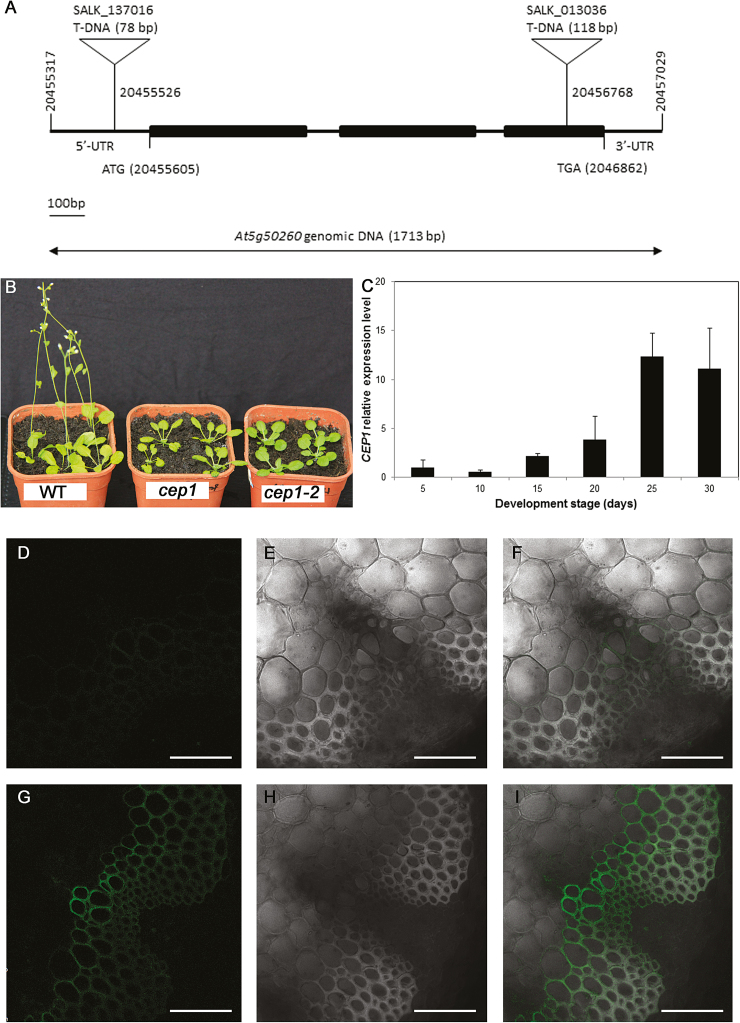
The phenotype of Arabidopsis *cep1* mutant plants and CEP1 expression patterns. (A) Structure of the T-DNA insertion sites in *cep1* and *cep1-2*. Exons are represented by the black bars. (B) Plants of the wild-type (WT), *cep1*, and *cep1-2* at 4 weeks old. (C) *CEP1* gene expression in the inflorescence stems of the wild-type at different time points after plant bolting (day 0). The relative expression level of *CEP1* at each time point was compared to that of at 5 d after bolting. (D–I) Green fluorescent protein (GFP) signals were detected in the vascular tissues of ProCEP1-GFP transgenic Arabidopsis plants (G–I) but not in those of wild-type plants (D–F). (D, G) GFP channel, (E, H) bright channel, and (F, I) overlay of GFP and bright channels. Scale bars are 50 μm.

A previous study reported that *CEP1* is highly expressed in flowers, where it plays an important role in tapetal PCD and regulates pollen development, and it has also been detected in vascular tissues, including the roots and stem, but not in the leaves (Zhang *et al.*, 2014). To investigate whether *CEP1* was involved in regulating stem development, we analysed its expression in the inflorescence stem using quantitative real-time PCR from the initiation of flowering until the stem stopped elongating (Fig. 1C). Expression increased during inflorescence stem development and reached a maximal level when the stem stopped elongating at 25–30 d after bolting, when TEs are formed via PCD (Chaffey *et al.*, 2002). To investigate the location of CEP1 within the stem, the ProCEP1-GFP reporter line was used and the GFP signal was detectable in the wall of xylem cells, but not in the other cells of the vascular tissue (Fig. 1D–I). Accumulation of *CEP1* mRNA predominantly occurred during the late stage of stem development and ProCEP1-GFP was detectable in xylem cells, which suggested that CEP1 could be involved in xylogenesis during stem development.

### Mutation of *CEP1* alters stem growth and cell number during xylem development

To investigate whether the morphology of the inflorescence stem was affected by mutations in *CEP1*, the basal nodes of stems at four different developmental stages were selected and paraffin sections were stained with safranine in order to examine the anatomy of the xylem (Fig. 2A–P). Given that the growth of *cep1* mutant plants was delayed by 1 week relative to the WT, we collected material based on developmental stage as described previously (Altamura *et al.*, 2001), with some modifications. Following anthesis of the first flower, stem development can be divided into four different stages based on morphological landmarks (Altamura *et al.*, 2001). It took 5 d and 12 d after bolting for WT and *cep1* plants to reach stage 1, respectively, and it took 30 d and 38 d after bolting for WT and *cep1* mutants to reach stage 4, respectively. Hence, stems from the *cep1* mutant were collected 1 week later than those of the WT plants at each stage. At stage 1, the first flower was observed. At stage 2, the first silique differentiated on the inflorescence stem. At stage 3, about 10 green siliques were observed on the inflorescence stem and apical floral buds were still present. At stage 4, when the inflorescence stem stopped flowering and elongating, most siliques were dehiscent and no apical buds were present. The heights of inflorescence stems from stages 1–4 were approximately 2, 12, 22, and 35 cm in both the WT and the *cep1* plants. Histological analyses revealed that both the *cep1* and *cep1-2* mutants and the WT plants differed in the shape and number of xylem cells at the different developmental stages (Fig. 2, Supplementary Fig. S1 at *JXB* online). The xylem cells in the *cep1* mutants were irregularly shaped compared to the WT. In particular, at stage 4 the TEs in the WT exhibited a polygon shape, while those in the *cep1* mutant appeared round. No significant differences were observed in the number of TEs (Fig. 2Q) but the total number of xylem cells in the *cep1* mutant, including TEs and xylary fibers in the vascular bundles, decreased significantly compared to the WT for stages 1–3; however, no difference was observed at stage 4 when the stem stopped elongating (Fig. 2R). This suggested that the mutation of *CEP1* only delayed xylem cell proliferation during early inflorescence development but did not alter the final cell number. This may explain why there were no final differences in height and stem thickness between the *cep1* mutant and the WT plants.

**Fig. 2.**
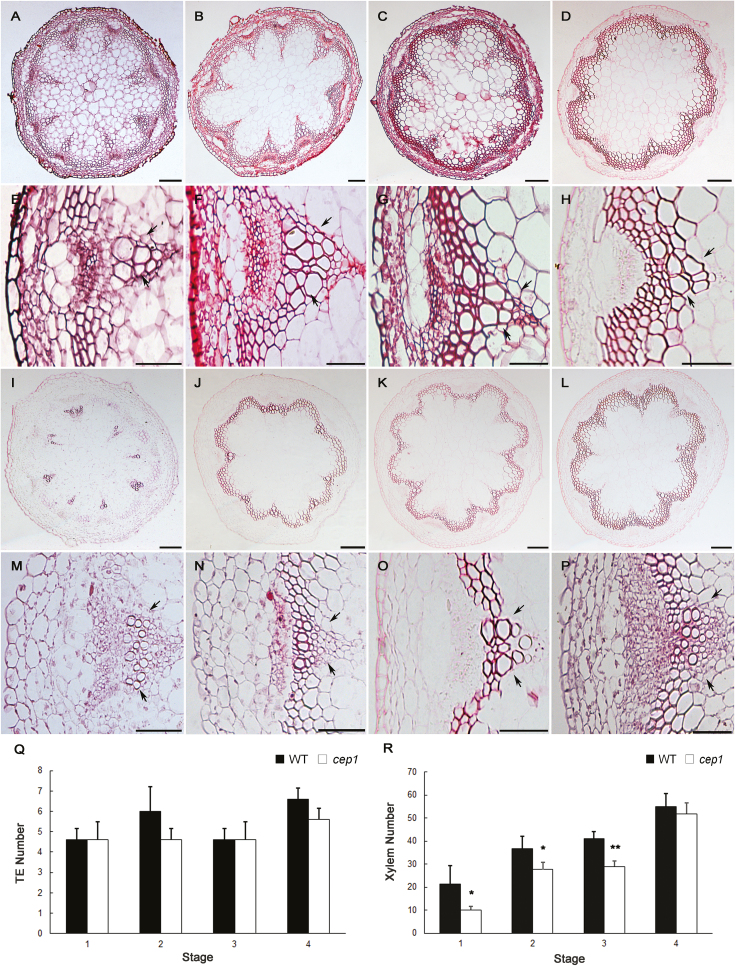
Histological analysis of the basal nodes of the stem in wild-type and *cep1* mutant plants at various developmental stages. (A–D) Cross-sections of the wild-type and (I–L) the *cep1* mutant. Scale bars are 100 μm. (E–H) High magnification images of vascular bundles in the wild-type and (M–P) the *cep1* mutant. Scale bars are 50 μm. The images are at stage 1 (A, E, I, M), stage 2 (B, F, J, N), stage 3 (C, G, K, O), and stage 4 (D, H, L, P). The arrows show the area of the xylem cells. (Q) The number of tracheary elements (TEs) in wild-type (WT) and *cep1* plants. (R) The total number of xylem cells in wild-type and *cep1* plants. Data are means (±SD) of three replicates. Significant differences were determined using Student’s *t*-test: *P<0.05; **P<0.01.

### Degradation of cellular contents is delayed in fiber cells and TEs of *cep1* mutant plants

To investigate the differences in xylem cell morphology between *cep1* mutant and WT plants, TEM was performed (Fig. 3). The results of our expression pattern analyses suggested that CEP1 might be involved in PCD during stem maturation. To avoid the differences in development between the *cep1* mutant and WT plants, we focused on stage 4, when the inflorescence stem had stopped elongating. By measuring the internal and external area of xylem cells using TEM, we confirmed that the xylem cells were slightly smaller in the *cep1* mutant, particularly the fiber cells (Fig. 3A, F, T, U). Secondary wall thickness also appeared to be altered in fiber cells and TEs (Fig. 3D–E, I–J), with increases of 32.9% and 26.4%, respectively, in the *cep1* mutant relative to the WT (Fig. 3S).

**Fig. 3.**
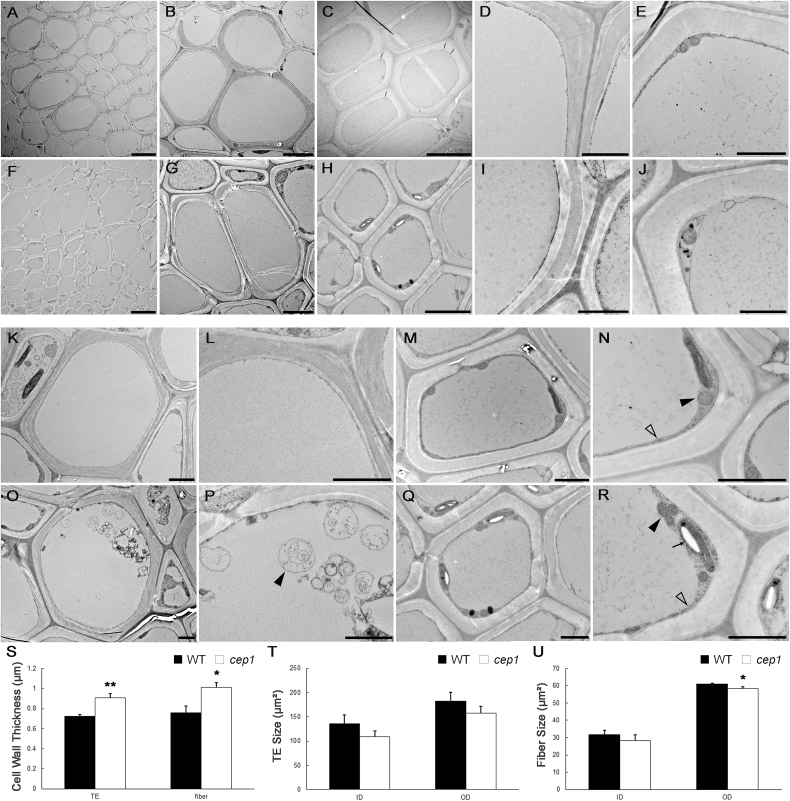
Transmission electron microscopy (TEM) of fiber cells and tracheary elements (TEs) of wild-type and *cep1* mutant plants. Fiber cells and TEs from the basal nodes of stage 4 plants were sectioned and examined. (A–E) Wild-type plants: (A) xylem cells, and (B) high-magnification images of TEs and (C) fiber cells, and the cell walls of (D) TEs and (E) fiber cells. (F–J) *cep1* mutant plants: (F) xylem cells, and high-magnification images of (G) TEs and (H) fiber cells, and the cell walls of (I) TEs and (J) fiber cells. (K–N) Wild-type plants: a TE lacking cellular content (K) and a fiber cell with cell contents, high-magnification image of a TE without cellular content (L), and mitochondria (solid arrowhead) and tonoplasts (open arrowhead) in a fiber cell (N). (O–R) *cep1* mutant plants: a TE with vesicles (O) and a fiber cell (Q) with cellular contents, vesicles (arrowhead) in a TE (P), and mitochondria (solid arrowhead), tonoplasts (open arrowhead), and plastids with amyloplasts (arrow) in a fiber cell (R). Scale bars: (A, F) 5 μm, (B, C, G, H) 5 μm, and (D, E, I–R) 2 μm. (S) Cell wall thickness of TEs and fiber cells in wild-type (WT) and *cep1* plants. Sizes of TEs (T) and fiber cells (U) in wild-type and *cep1* plants. Data are means (±SD) of three replicates. Significant differences were determined using Student’s *t*-test: *P<0.05; **P<0.01.

CEP1 is a KDEL-tailed cysteine protease involved in PCD during tapetal development, and *cep1* mutants have been shown to abort tapetal PCD (Zhang *et al.*, 2014). To investigate whether CEP1 was also involved in cell death during xylogenesis, we examined the cellular degradation of *cep1* mutant during xylem development using TEM. TEs and fiber cells are characterized by having three layers of of relatively thick secondary walls, which can be used to distinguish them from parenchyma cells (Ye *et al.*, 2002). The cellular contents clearly disappeared in mature TEs of WT plants (Fig. 3K, L), whereas vesicles were still occasionally observed in the TEs of the *cep1* mutant (Fig. 3O, P). During the formation of fiber cells in WT plants, organelles gradually degrade before loss of integrity of the tonoplast occurs (Courtois-Moreau *et al.*, 2009). Hence, it was difficult to observe many organelles in mature fiber cells with thicker secondary walls. Only a few mitochondria, plastids, and non-degraded nuclei were observed in the cytoplasm of fiber cells when the tonoplast was intact in WT plants (Fig. 3M, N). By contrast, except for mitochondria, many plastids that had accumulated amyloplasts were found in mature fiber cells of the *cep1* mutant, which were rarely observed in the fiber cells of the WT (Fig. 3Q, R). This observation suggested that PCD was delayed in fiber cells and TEs in the *cep1* mutant.

### Overexpression of *CEP1* slightly affects PCD but does not alter xylem structure

To investigate the effects of overexpression of CEP1 on xylem development, we evaluated growth and examined cross-sections of *35S*::*CEP1* transgenic Arabidopsis using paraffin sections and TEM. *CEP1*-overexpressing (*CEP1*-OE) plants grew to a similar height as WT plants. The shape of the xylem cells appeared normal and no changes in cell size or wall thickness in TEs and fiber cells were observed in *CEP1*-OE plants compared to the WT (Figs 4, 5). Except for the earliest stage, there were no significant differences in the number of TEs and xylem cells between *CEP1*-OE and WT plants (Fig. 4). The cellular contents had disappeared in the TEs of *CEP1*-OE plants at stage 4 similar to WT plants; however, fewer mitochondria and plastids, as well as membrane-like vesicles, were observed in fiber cells of *CEP1*-OE plants compare to the WT (Fig. 5). These results suggested that overexpression of CEP1 slightly affected PCD in fiber cells but did not alter xylem structure and morphology during stem development.

**Fig. 4.**
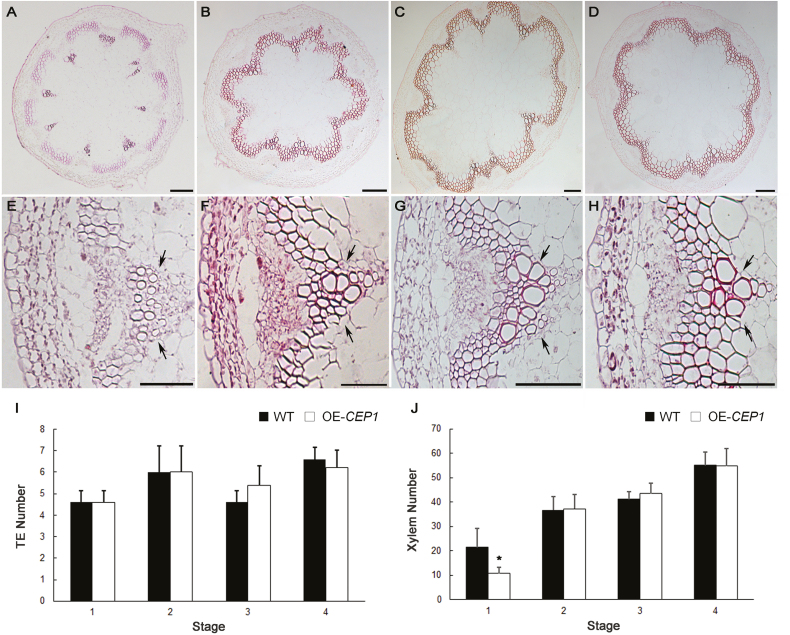
Histological analysis of the basal nodes of the stem of *CEP1*-overexpressing (*CEP1*-OE) plants at various developmental stages. (A–D) Cross-sections of the stem; scale bars are 100 μm. (E–H) High-magnification images of vascular bundles; scale bars are 50 μm. The images are at stage 1 (A, E), stage 2 (B, F), stage 3 (C, G), and stage 4 (D, H). The numbers of (I) tracheary elements (TEs) and (J) xylem cells for wild-type (WT) and *CEP1*-OE plants. Data are means (±SD) of three replicates. Significant differences were determined using Student’s *t*-test: *P<0.05.

**Fig. 5.**
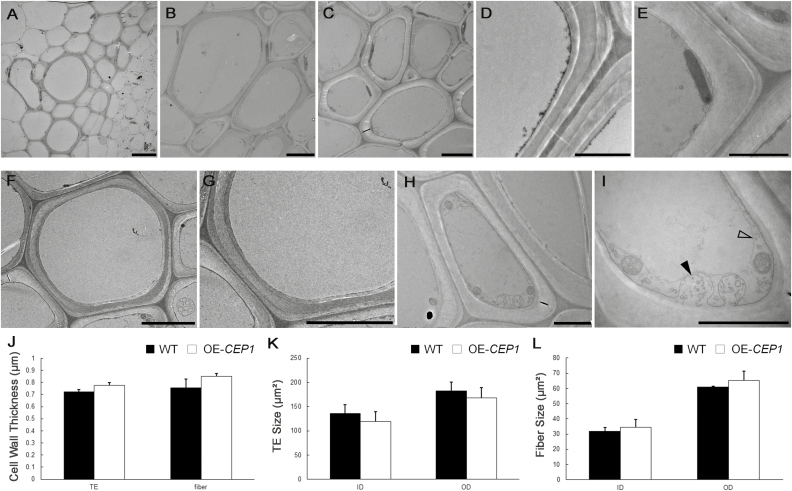
Transmission electron microscopy of tracheary elements (TEs) and fiber cells in *CEP1*-overexpressing (*CEP1*-OE) plants at stage 4. (A) Xylem cells, and high-magnification images of (B) TEs and (C) fiber cells, and the cell walls of (D) TEs and (E) fiber cells. (F) A TE lacking cellular contents and (H) a fiber cell with cellular content. (G) High-magnification image of an empty TE without cellular contents. (I) Vesicles in a fiber cell, showing membrane-like vesicles (solid arrowhead) and tonoplasts (open arrowhead). Scale bars: (A) 10 μm, (B, C) 5 μm, And (D–I) 2 μm. (J) Cell wall thickness of TEs and fiber cells in wild-type (WT) and *CEP1*-OE plants. Sizes of (K) TEs and (L) fiber cells in wild-type and *CEP1*-OE plants. Data are means (±SD) of three replicates.

### Transcriptome data analyses of misregulated genes in the *cep1* mutant

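RNA from 1 *cep1* stem sample and 1 WT stem sample was sequenced, without replicates, so no difference between the libraries could be set against the spread between plants. Both stems were collected at stage 4, which the paper places at 38 d after bolting in *cep1* and at 30 d in the WT, with growth at 23 °C. The sample labels give 25 d after flowering and 20 °C for both. The authors mapped the reads with TopHat and deposited, for each gene, the raw read count, the FPKM (the count scaled to gene length and library total), a normalized read count and the DEGseq comparison. The deposited table used here lists 733 genes, each of them marked as down-regulated in *cep1*, and the genes outside it were not analysed here. The median over genes of the totals that the FPKM values correspond to was 22077141 reads on genes in *cep1* and 20962056 in the WT. At these depths a count of 0 allows up to 3 reads, or 1.36e-05% of the reads in *cep1* and 1.43e-05% in the WT. Log2 ratios of *cep1* to WT were computed from the authors' normalized counts, with 95% intervals from the exact (Clopper-Pearson) binomial limits of the raw counts. The intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules. The authors set a normalized count of 0.5 for genes without reads, so for a gene without reads in *cep1* the fold is given here as a lower bound against 3 reads. The limit of the exact 95% interval is more cautious. For the seed storage gene *CRC* it is a log2 ratio of -12.23, a smaller fold than the 5916 given by 3 reads. The choice that moved the ratios as a whole was the normalization, because for the genes with reads in *cep1* the ratios scaled to the library totals lay 0.24 below the authors' on the log2 scale. *CEP1* itself (AT5G50260) had 15 reads in the *cep1* library and 1269 in the WT library, a log2 ratio of -6.24 with an interval from -7.08 to -5.51. Across the alternatives tried its log2 ratio lay between -6.48 and -4.81, the value closest to 0 coming from FPKM values with 1 added to each.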

To examine the transcription profile controlled by CEP1 during xylem development, we performed RNA sequencing analyses using mature stems of the *cep1* mutant and WT plants as samples. Overall, 1708 genes were significantly differentially expressed by more than two-fold in the *cep1* mutant (log_2_ ratio ≥−1 or ≤1, FDR ≤0.005), with 733 and 975 down- and up-regulated, respectively, compared to the WT (Supplementary Table S1).

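Recomputed from the read counts, all 733 down-regulated genes had a log2 ratio of -1 or below and a p-value of at most 0.000677. That cutoff corresponds to an FDR of 0.005 at the rank of the last of these genes, so their passing it tests little. In the authors' deposited table the largest adjusted p-value was 0.00499. These genes took 468783 reads in *cep1*, which is 2.12% of the reads on genes (Wilson 95% interval, 2.117 to 2.129%), and 1843447 reads in the WT, which is 8.79% (8.782 to 8.806%). Their counts were at least 231 in the WT with a median of 1268, and had a median of 320 in *cep1*. Among the 598 genes with at least 20 reads in both libraries, the median log2 ratio was -1.61. The 5 lowest ratios among those 598 belonged to AT1G04660, a glycine-rich protein (log2 ratio -7.51), AT1G80130, a tetratricopeptide repeat-like protein (-5.15), AT3G21080, an ABC transporter-related gene (-5.05), *KCS21* (-5.01) and *LHY* (205 reads in *cep1* and 7338 in the WT). The p-values carry no variation between plants. With an assumed biological coefficient of variation of 0.1 in edgeR's exact test, all 733 genes passed the same log2 ratio and unadjusted p-value thresholds. With 0.2 there were 503, and with 0.4 there were 198, the alternative that moved the number most. The true variation between plants is not known. The up-regulated genes were not analysed here.

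**Figure D1:**
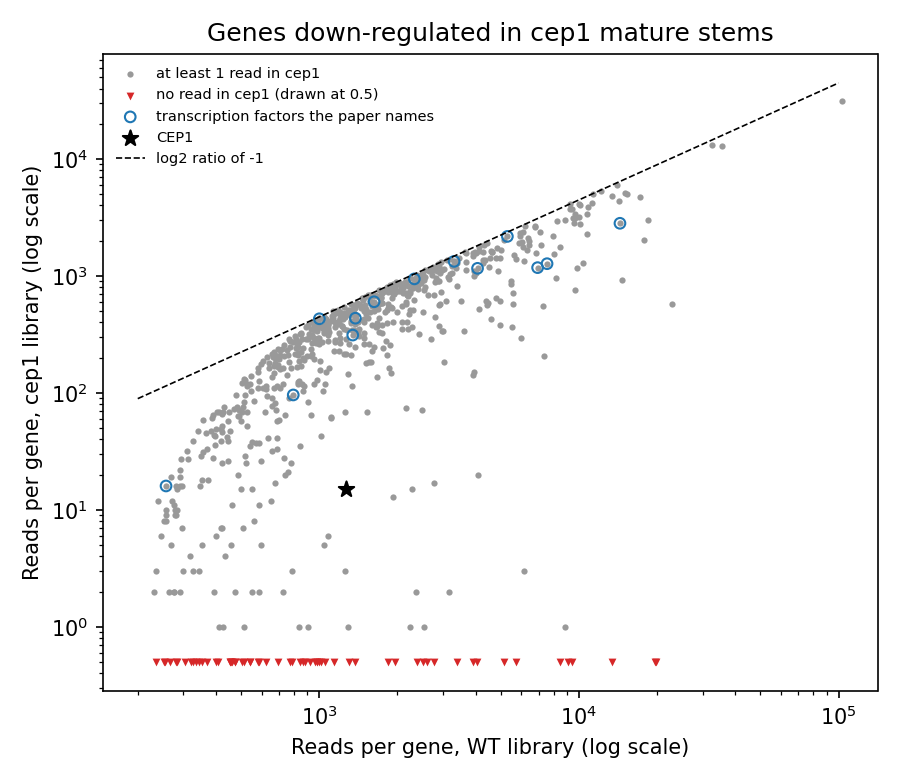
Reads per gene in the *cep1* library against reads per gene in the WT library, both on log scales, for the 733 down-regulated genes. Each point is a gene, red triangles are the 61 genes without a read in *cep1* (drawn at 0.5), open blue circles are the transcription factors named in the paper that had reads in *cep1*, the star is *CEP1*, and the dashed line is a log2 ratio of -1. All points lie below the dashed line.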

GO analyses revealed that the genes up-regulated in *cep1* were involved in membranes, the cell periphery, and the plasma membrane, which included the biosynthesis of components of the secondary wall such as cellulose, lignin, and xylan, as well as transcription factors and enzymes that regulate the formation of the secondary wall (Fig. 6, Supplementary Table S2). This was consistent with the thicker secondary walls of the *cep1* mutant. 

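In the deposited gene annotation, 46 of the 733 down-regulated genes were assigned to the vacuole, 17 to the plant-type vacuole and 9 to the protein storage vacuole. The 9 genes were those of the 12S cruciferins CRA1, CRB, CRC and CRD, the aquaporin TIP3-1, the vacuolar processing enzymes α-VPE, β-VPE and δ-VPE, and the unknown seed protein-like ATUSPL1. *CRC* (AT4G28520) had 19882 reads in the WT and 0 in *cep1*, and was at least 5916-fold lower. *CRB*, *CRA1* and *CRD* had 9431, 5746 and 1305 reads in the WT, respectively, and 0 in *cep1*. *TIP3-1* had 291 reads in the WT and 2 in *cep1*. Of the vacuolar processing enzymes, δ-VPE had 505 and 0 reads in the WT and *cep1*, respectively, α-VPE had 269 and 5, and β-VPE had 1372 and 247. Thus 6 of the 9 genes had at most 3 reads in *cep1*, and the RefSeq descriptions of 7 of the 9 name seeds or seed tissues. The term cell death was assigned to 12 down-regulated genes, and 1 of them, δ-VPE, had no read in *cep1*. Besides *CEP1*, the lowest log2 ratios of the genes with reads in *cep1* were those of the senescence-specific cysteine protease *SAG12* (-3.51, with 759 reads in *cep1* and 9691 in the WT) and of *DOX1* (-3.33). They were followed by the xylem NAC domain gene *ANAC104* (-1.96), *RAP2-3* (-1.69), the metallothionein gene *MT3* (-1.55), *CNGC4* (-1.28), *DELTA-OAT* (-1.21), AT5G04080 (-1.18), AT3G55470 (-1.04) and *ANAC083* (-1.02). The intervals of AT3G55470 (-1.19 to -0.90) and *ANAC083* (-1.11 to -0.93) reached across the threshold of -1. Scaled to the library totals, the log2 ratio of *ANAC083* was -1.26.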

Genes encoding proteins stored in vacuoles and involved in cell death were down-regulated in *cep1* (Fig. 6B, Supplementary Table S2), which implied that their misregulation may have been linked to the delayed cellular degradation that occurred during xylem development.

**Fig. 6.**
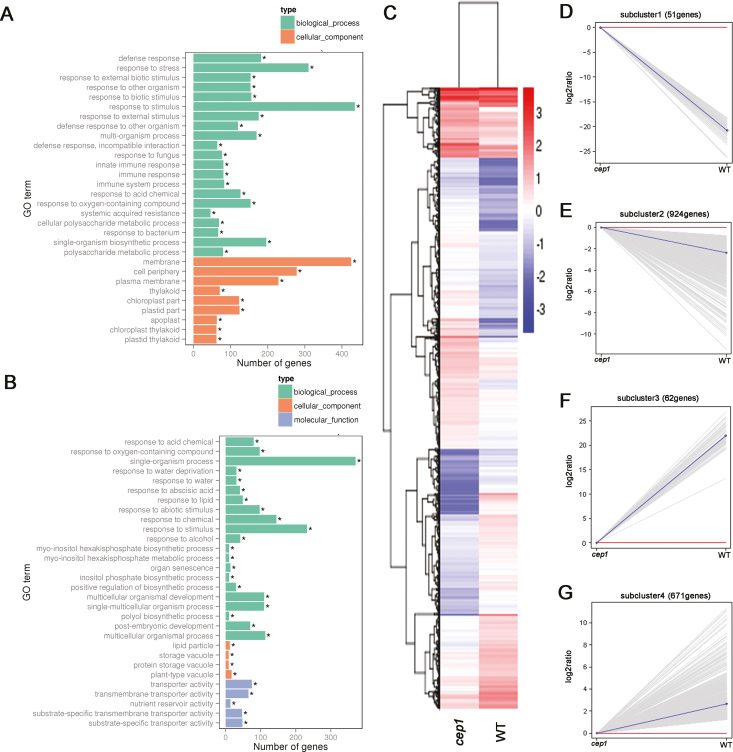
Transcriptome analyses of differentially expressed genes (DEGs). (A) Gene ontology (GO) terms of genes (A) up-regulated and (B) down-regulated in *cep1* mutant plants relative to the wild-type (*P<0.05). (C) Hierarchical cluster analysis of DEGs (*cep1* versus wild-type). Red indicates up-regulation and blue indicates down-regulation. Sub-clusters of down-regulated (D, E) and up-regulated (F, G) genes are shown. Each gray line indicates the relative expression ratio of one gene. Red lines indicate that the gene expression level in the *cep1* mutant is equal to that of the wild-type (WT) (log_2_ ratio=0). Blue lines indicate the mean expression level of all genes in each sub-cluster.

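For the terms of Fig. 6B, the annotation in the deposited table gave 371 down-regulated genes for single-organism process, 232 for response to stimulus, 145 for response to chemical, 113 for multicellular organismal process, 97 each for response to oxygen-containing compound and response to abiotic stimulus, and 80 for response to acid chemical. Response to abscisic acid held 41 genes, response to water deprivation 31, organ senescence 14 and lipid particle 12. Among molecular functions, transporter activity held 75 genes and nutrient reservoir activity 14. Of the genes with nutrient reservoir activity, 10 had no read in the *cep1* library, whereas none of the 14 genes of organ senescence lacked reads there. In all, 676 of the 733 genes carried a term. Enrichment was not recomputed, because the annotation of the tested genes outside the deposited table was not used here. From the down-regulation of vacuolar storage and cell death genes, the paper proposes a link between their misregulation and the delayed degradation of cells in the xylem.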

To visualize gene expression patterns in the *cep1* mutant, we performed hierarchical cluster analyses of differentially expressed genes (DEGs, Fig. 6C). The genes were divided into four sub-clusters based on their expression patterns. 

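The genes down-regulated in *cep1* separated by whether any read was found in the *cep1* library. There were 61 genes with 0 reads in *cep1* and at least 236 reads in the WT (median 782), and 672 genes with at least 1 read in *cep1*, whose median count in the WT was 1322.5. When genes with at most 3 reads in *cep1* were counted in place of those with none, there were 89. A clustering of the log2 FPKM ratios into 2 groups by the k-means method, added after the data had been seen, gave 62 and 671 genes when an FPKM of 0 was replaced by 0.00001. The mean log2 ratio, computed with that replacement, was -21.97 in the smaller group and -2.66 in the larger. The smaller group held the 61 genes without reads and AT5G38160, a lipid-transfer protein family gene with 1 read in *cep1* and 8874 in the WT. With 0.001 in place of 0.00001 the groups held 75 and 658 genes, so their sizes depended on the value chosen for 0. In the authors' deposited table AT5G38160 has a log2 ratio of -12.95 and *CRC*, without a read in *cep1*, one of -10.77, because genes without reads are set to a normalized count of 0.5 while a single read in *cep1* is a normalized count of 0.0492. The sub-clusters of up-regulated genes were not analysed here.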

Sub-clusters 1 and 2 included 62 and 671 genes down-regulated in *cep1*, respectively (Fig. 6D, E), while sub-clusters 3 and 4 included 51 and 924 up-regulated genes, respectively (Fig. 6F, G).

Among the up-regulated transcription factors, the roles of MYB103, MYB63, and MYB46 in regulating secondary wall synthesis have been well characterized, and they were correlated with the thicker secondary walls observed in the *cep1* mutant. Except for *ATHB9/PHV*, the functions in xylem development of the down-regulated genes encoding transcription factors in the *cep1* mutant are not yet well characterized. This group of genes included four homeodomain-leucine zipper (HD-ZIP) family genes (*ATHB7*, *ATHB12*, *ATHB54*, and *ATHB9/PHV*), four *NAM/ATAF/CUC* (*NAC*) family genes (*NAC14*, *NAC16*, *NAC18*, and *NAC29*), and six MYB family genes (*MYB3*, *MYB48*, *MYB59*, *MYB77*, *MYB90*, and *MYB118*) (Supplementary Table S2).

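All 14 of these genes were in the deposited table of down-regulated genes. *MYB118* (AT3G27785) had 0 reads in *cep1* and 266 in the WT, at least 79.1-fold lower. The other 13 had log2 ratios between -3.84 and -1.06, with a median of -1.65. *ATHB-54* (AT1G27045) had the lowest of these ratios, with 16 reads in *cep1* and 257 in the WT and an interval from -4.67 to -3.11. *ATHB-12* had 1177 reads in *cep1* and 6933 in the WT (log2 ratio -2.39), whereas *ATHB-7* (-1.12) and *ATHB-9/PHV* (-1.15) lay close to the threshold of -1. Among the *NAC* genes, *NAC016* had a log2 ratio of -1.95, *NAC018* of -1.65 and *NAC029* of -1.50. *NAC014* (430 reads in *cep1* and 1001 in the WT) had a log2 ratio of -1.06 and an interval from -1.22 to -0.89, which reached across the threshold. Of the *MYB* genes, *MYB90* had a log2 ratio of -2.88, *MYB48* of -2.40, *MYB59* of -2.19, *MYB3* of -1.27 and *MYB77* of -1.14. *MYB59* had the largest counts of the group, 2818 reads in *cep1* and 14390 in the WT. Under an assumed biological coefficient of variation of 0.1, edgeR's exact test called all 14 genes at the same thresholds. Under 0.2 it called 9, and under 0.4 it called 2, *MYB118* and *ATHB-54*. By the gene names in the deposited table, 10 *NAC*, 6 *MYB* and 6 HD-ZIP genes were down-regulated. The further *NAC* genes were *ANAC074* (log2 ratio -4.19), *ANAC080* (-3.29), *ATNAC2* (-2.44), *ANAC032* (-2.03), *ANAC104* and *ANAC083*, and the further HD-ZIP genes were *GL2* and *HDG5*.

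**Figure D2:**
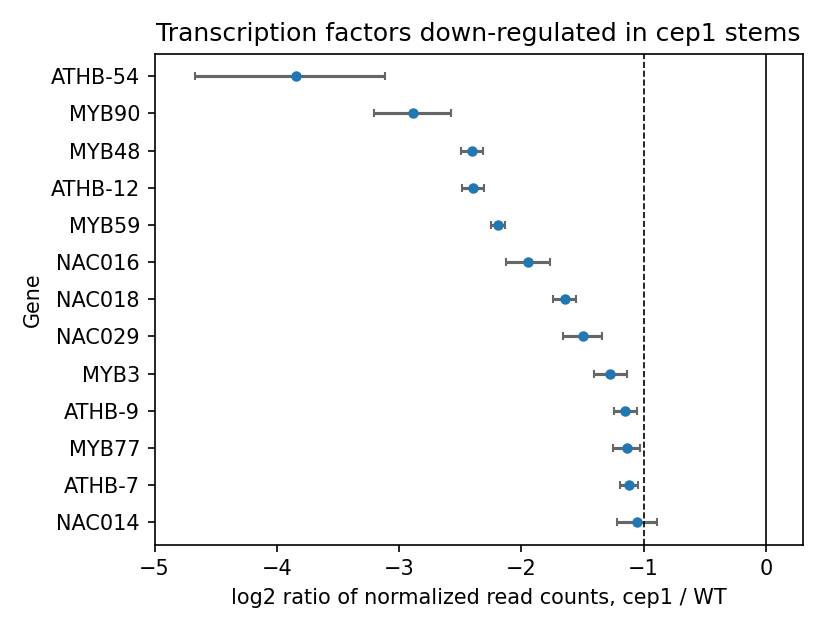
Log2 ratio of normalized read counts, *cep1* to WT, for the 13 transcription factors named in the paper that had over 3 reads in *cep1*. Points are the ratios, bars are exact 95% binomial intervals of the read counts (counting error only), and the dashed line marks a log2 ratio of -1. The points lie between -3.84 and -1.06, and only the interval of *NAC014* crosses the dashed line.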

The secondary wall in fiber cells and TEs is composed of cellulose, hemicellulose, and lignin and an increase in any of these components might lead to thicker walls. We therefore analysed the genes involved in their biosynthesis. Cellulose synthase (CESA) proteins are responsible for the synthesis of cellulose and 10 *CESA* genes have been identified in the Arabidopsis genome (Richmond, 2000). Seven CESA genes were differentially expressed in the *cep1* mutant (*CESA1*, *CESA2*, *CESA7/IRX3*, *CESA4/IRX5*, *CESA6*, *CESA7*, and *CESA8/IRX1*), and all of them were up-regulated (Supplementary Table S2) Xylan is the major hemicellulose of the secondary wall in Arabidopsis and glycosyltransferase is involved in xylan biosynthesis (Kumar *et al.*, 2016). 

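Of the 10 *CESA* genes, *CESA10* (AT2G25540) was the only one in the deposited table of genes down-regulated in *cep1*. It lies on chromosome 2 from 10866822 to 10872077 in the coordinates of that table, for which the paper's text does not name a genome build. *CESA10* had 7 reads in *cep1* and 510 in the WT, a log2 ratio of -6.02 with an interval from -7.35 to -4.97. On FPKM values with 1 added to each, which weigh low counts less, its log2 ratio was -2.88. The other *CESA* genes were not analysed here.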

Six glycosyltransferase genes that are known to be involved in xylan biosynthesis (Kumar *et al.*, 2016) were up-regulated in the *cep1* mutant, namely *IRX6*, *IRX9*, *IRX10*, *IRX12*, *IRX14*, and *IRX15*. Wall-bound peroxidases and laccases are responsible for the polymerization of monolignols during lignin synthesis (Baucher *et al.*, 2003). Five peroxidases (*PER21*, *PER34*, *PER42*, *PER64*, and *PER71*) and four laccases (*LAC2*, *LAC10*, *LAC12*, and *LAC17*) were up-regulated in the *cep1* mutant, while only one laccase (*LAC15*) was down-regulated.

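*LAC15* (AT5G48100, listed as *TT10*) was the only one of the 17 laccase genes in the deposited table of down-regulated genes. It lies on chromosome 5 from 19489327 to 19492744 in the coordinates of that table. It had 0 reads in the *cep1* library and 1370 in the WT library, at least 408-fold lower. RefSeq describes its expression in the developing testa, the seed coat. The peroxidase genes named and the other laccase genes were not analysed here.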

Microtubules determine the pattern of cellulose by defining the position and orientation of secondary walls during their formation (Wightman and Turner, 2008). Hence, the expression levels of tubulin genes were also analysed, and several of them were up-regulated in the *cep1* mutant, including *TuBA4*, *TuBA5*, *TuBA6*, *TuBB4*, *TuBB5*, *TuBB6*, *TuBB8*, and *TuBB9*, which was consistent with their thicker secondary walls.

Overall, the transcriptional analyses indicated that the up-regulation of genes in multiple pathways of secondary wall synthesis caused the delay in PCD during xylem development and the thicker secondary cell walls in the *cep1* mutant. However, changes to the quantity and structure of individual constituents of the secondary walls in the *cep1* mutant remain to be determined.

## Discussion

The differentiation of TEs and fiber cells involves a cascade of processes including cell wall expansion, secondary wall deposition, lignification, and plant cell death (Turner *et al.*, 2007; Bollhöner *et al.*, 2012). Our results indicated that CEP1 acts as an executor for post-mortem events to clear cell contents during PCD and that it plays an important role in regulating PCD during xylem development. Delayed PCD in *cep1* mutant plants led to an increase in secondary wall thickness in the fiber cells and TEs during xylogenesis (Fig 3).

Premature CEP1 is present in the vacuole in an inactive form, and it is transformed into a mature enzyme in an acidic environment through a proteolytic process of cleavage of pre- and pro-peptides. The mature form plays a role in tapetal degradation and pollen development (Zhang *et al.*, 2014). Activated CEP1 and other hydrolytic enzymes released during vacuolar rupture result in the rapid degradation of cell contents. We speculate that CEP1 has a similar function in PCD during xylem development as tapetal degradation.

The phenotype of the *cep1* mutation suggested that CEP1 is directly involved in xylem PCD. However, because the *cep1* mutation did not completely inhibit differentiation of the TE by PCD, this suggests that CEP1 may not be the only protease involved in xylem PCD. Other proteases may need to catalyse premature CEP1 into its mature active form. It has been shown that γ-vacuolar processing enzyme (γVPE) is critical for maturation of the plant vacuolar protease AtCPY (Rojo *et al.*, 2003). γVPE is a vegetative VPE that is highly expressed in the stem (Gruis *et al.*, 2004), and thus might be an ideal candidate to mediate the maturation process of CEP1 during xylem development. However, whether CEP1 is a direct substrate of γVPE needs to be determined. Alternatively, other proteases may work in parallel with CEP1 to regulate PCD during xylem development. Non-degraded cellular remnants persist in the TE lumen following autolysis in *xcp1* and *xcp1/xcp2* mutants (Funk *et al.*, 2002; Avci *et al.*, 2008). However, whether CEP1 and other proteases are involved in the same pathway or function in independent pathways during xylem PCD remains to be determined.

### CEP1 is involved in co-regulating both PCD and secondary wall deposition during xylem development

Indirect evidence has indicated that pharmacological agents that block xylem cell death also block secondary wall formation (Groover and Jones, 1999; Twumasi *et al.*, 2010). Our data showed that CEP1 not only regulated the degradation of cellular content (Fig. 3) but also affected secondary cell wall deposition during xylem development (Fig. 3S), suggesting that CEP1 co-regulated the processes of cell death and secondary wall deposition. CEP1 acts as an executor in clearing cellular content during PCD, and the digested cellular constituents could be used as substrates for the synthesis of new secondary walls (Groover and Jones, 1999; Helm *et al.*, 2008). Our transcriptome data revealed that many genes related to the biosynthesis of secondary wall components, including cellulose, lignin, and xylan, were up-regulated (Fig. 6); however, these genes may not have been directly regulated by CEP1, but instead may have been to the result of the delayed xylem cell maturation or the thicker secondary cell walls.

We observed more organelles in fiber cells than in TEs in the *cep1* mutant (Fig. 3). This may have been due to differences in PCD and autolysis between the two cell types that have been described previously (Courtois-Moreau *et al.*, 2009; Bollhöner *et al.*, 2012). In TE differentiation, rupture of the vacuole leads to rapid degradation of the cell contents and partial degradation of the primary wall. By contrast, the cytoplasmic contents of fiber cells begin to hydrolyse gradually ahead of vacuolar disintegration, and the cellular debris is retained for a long period of time before it is completely cleared (Courtois-Moreau *et al.*, 2009). Because the duration of PCD in fiber cells is longer than in TEs, this might account for more organelles being observed in in the former during xylem development.

### *CEP1* overexpression slightly accelerates programmed cell death but does not affect secondary cell wall deposition

Fewer organelles were observed in fiber cells and TEs during PCD in the *CEP1*-OE transgenic plants (Fig. 5), suggested that the increased abundance of the CEP1 protein accelerated the PCD process, thus accelerating the deposition of cellular contents on the secondary wall. However, the number and cell wall thickness of xylem cells were not significantly altered in *CEP1*-OE plants compared to the wild-type (Figs 4, 5). Previous research has shown that the speed of degradation of organelles after the rupture of the vacuole during TE differentiation is fast (Obara *et al.*, 2001). Thus, the accelerated PCD process in the TEs and fiber cells was not sufficient to significantly increase the accumulation of cellular contents or to increase the cell wall thickness of xylem cells in the *CEP1*-OE transgenic plants.

Overall, we conclude that CEP1 plays an important role in clearing cellular contents during PCD in xylem development. Mutation of CEP1 results in a delay in PCD and incomplete degradation of the cellular contents. Prolonged PCD provides more material for secondary wall deposition and thus may result in thicker walls during xylem development.

## Supplementary data

Supplementary data are available at *JXB* online.

Table S1. List of genes significantly differentially expressed in the *cep1* mutant compared to wild-type plants.

Table S2. Expression patterns of selected xylogenesis-related genes identified by GO analysis.

Fig. S1. Histological analysis of the basal nodes in the *cep1-2* mutant compared to wild-type plants.

Supplementary Table S1-S2 Click here for additional data file.

Supplementary Figure S1 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

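RNA from mature stems of 1 *cep1* plant sample and 1 WT plant sample was sequenced, with no replicates. The authors' methods give TopHat for mapping, DEGseq for the comparison and the Benjamini and Hochberg adjustment, and name neither the read counter nor the genome build. The authors deposited raw read counts per gene, which are not normalized. The deposited FPKM values are the counts scaled to gene length and library total. They equal the count divided by the listed length and the total, to within 1%, for 577 of the 733 genes in the WT and for 527 of the 672 genes with reads in *cep1*, and are larger for the others, by up to 1.50 times. The reason was not tested. The authors' normalized read counts, a signal about 20.3 times (*cep1*) and 22.8 times (WT) smaller than the raw counts, went into DEGseq, and values under 1 are written as 0 in the deposited table. The deposited log2 ratios are ratios of normalized counts, with 0.5 in place of a count for genes without reads. The deposited p-values come from DEGseq's random sampling model.

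The table used here lists 733 genes, all marked by the authors as down-regulated, in place of the whole-genome table that the plan had assumed. Genes outside it were not analysed here. For this reason no count of up-regulated genes, no median of a gene list against random lists, no enrichment test and no new Benjamini and Hochberg adjustment was computed. The number of genes tested by the authors, 18194, was recovered from the ratio of p-value to adjusted p-value in the 325 rows of Supplementary Table S1 shown in the copy used here, out of 733. In the alternatives a gene counted as called at a log2 ratio of -1 or below and an unadjusted p-value of at most 0.000677, the value that corresponds to the last called gene.

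Library totals were taken as the median of the totals that count, length and FPKM give for the genes with larger counts, 22077141 reads for *cep1* and 20962056 for the WT. With 1 library per genotype, edgeR's quasi-likelihood test could not be fitted, the difference has no replicate check and no p-value was computed across genes. Log2 ratios were given with exact (Clopper-Pearson) 95% intervals and shares of reads with Wilson 95% intervals, which cover counting error only. A fold against a count of 0 was given as a lower bound against 3 reads. Genes were named by the deposited gene names and by RefSeq names of TAIR10.1, in which 714 of the 733 identifiers had a locus tag. The other genes were 13 plastid, 3 mitochondrial and 3 without a locus tag. All 714 overlapped the reference gene of the same tag and 120 had the same start and end, so annotation versions differ, and reference coordinates were used only for *CEP1*.

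The choice of genes to name was fixed before the deposited table was examined. It took those the paper names in its transcriptome results, *CEP1* and the proteases it discusses, and members of reported preset lists. It also took the 5 genes with the lowest log2 ratio among called genes with at least 20 reads in both libraries. The seed, seed coat, fruit valve and clock lists were written after the down-regulated rows of Supplementary Table S1 had been read and before the deposited table was. The words by which a RefSeq description was counted as naming seeds were narrowed after a first count, from which oleosin, storage and the name of the 2S albumin superfamily were dropped. *ANAC104*, *ANAC083* and the members of the GO terms and gene families that the lists do not hold were chosen after their values were seen. Alternatives were other scalings, a test centred on 0, counts at full depth, an exact binomial test, edgeR's exact test with an assumed biological coefficient of variation, count and FPKM filters, other pseudocounts and leaving out gene groups.

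The test and the intervals were tested on simulated data with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, before use on the counts. With 200 of 733 simulated genes lowered 4-fold and read sampling as the only noise, the thresholds called 88% of the lowered genes, 100% of the 134 lowered genes with at least 1000 reads in the WT and 0 of the 533 unchanged genes, and the intervals covered the true ratio for 93.9% of the genes. A recovery of over 95% had first been required of all lowered genes, and was required of those with at least 1000 reads only after the 88% had been seen. With a biological coefficient of variation of 0.4 added, they called 97 of the 533 unchanged genes, and with 0.2 they called 2. The intervals then covered the true ratio for 14.3% and 25.6% of the genes, respectively. R 4.3.3 with edgeR 4.0.16 was used for the exact tests and matplotlib 3.10.9 for the figures.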

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

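The explanations in this part, and the values set against them, were chosen after the results had been seen.

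Transcripts of seed genes were found in the WT library and hardly at all in the *cep1* library, in genes that the paper does not discuss one by one. Of 29 seed genes in a list, 28 of which had an assigned identifier, 22 were in the table of down-regulated genes. All 22 are in the part of Supplementary Table S1 that had been read before the list was written, so the list is not independent evidence. The 22 genes held 0.456% of the WT reads (Wilson 95% interval, 0.4535 to 0.4593%) against 250 reads in *cep1*. Of these 22 genes, 2 had over 3 reads in the *cep1* stem, *OL2* (*OLEO4*) and *WRI1*. The most abundant were *CRC* with 19882 reads and the 2S albumin gene *AT2S3* with 19627. A difference in library size is argued against by the log2 ratio of the totals, 0.075. Reads shared between paralogs are argued against because the 4 cruciferin and 5 2S albumin genes had in sum 78936 reads in the WT and 0 in *cep1*, at least 23487-fold lower. A mislabelled sample is argued against by *CEP1*, whose log2 ratio was -6.24. A candidate explanation is that seeds or siliques were in the WT stem sample. In a test of the descriptions in RefSeq, 58.6% of the 58 described genes without a read in *cep1* named seeds, embryo, endosperm, testa, aleurone or siliques (Wilson 95% interval, 45.8 to 70.4%), against 8.51% of the 646 other described genes (6.60 to 10.9%). Without the genes of the seed list such descriptions were found for 16 of 39 genes (27.1 to 56.6%) and 53 of 643 genes (6.36 to 10.6%). This is not independent either, since all 61 genes without a read in *cep1* are in that part of Supplementary Table S1. Of the seed coat list 3 of 10 genes (*TT10*, *TT8* and *GL2*) and of the fruit valve list 1 of 5 (*ALC*) were in the table. The genotype and the age of the stems cannot be told apart from this explanation with 1 library per genotype. Both stems were at stage 4, which by the paper *cep1* reached 8 d later after bolting, while the labels give 25 d after flowering for both. *LAC15* and *MYB118*, which the paper names, are among the genes without a read in *cep1*.

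Morning-phased clock genes, which the paper does not discuss, were lower in *cep1*. Of 9 such genes 5 were in the table of down-regulated genes, *LHY* (205 reads in *cep1* and 7338 in the WT), *RVE8*, *CCA1*, *LNK2* (AT3G54500) and *RVE1*, with a median log2 ratio of -2.92. *LHY* changed most of the 5 and *RVE1* least, with a log2 ratio of -1.79. Of 10 evening-phased genes, 0 were in the table. *LHY*, *CCA1* and *RVE8* had been seen before the list was written. A difference in library size is argued against by the log2 ratio of the totals, 0.075. A difference in the time of day of sampling is a candidate explanation for the 5 genes, but it cannot be told apart from an effect of the genotype, since each genotype was sampled once and evening-phased genes outside the table were not analysed here. The paper's text gives no time of day.

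*ANAC104*, the xylem NAC domain gene *XND1*, was lower in *cep1*, and so was *ANAC083*. RefSeq describes *ANAC083* as a negative regulator of xylem vessel formation that interacts with VND7. Neither gene is named in the paper's text. Their log2 ratios were -1.96 and -1.02. Both were picked out after their values had been seen. Counting error is argued against as the whole of the difference, since the upper limits of the ratios reached no higher than -0.93. A normalization error would shift all genes with reads in *cep1* alike. The table held 4.03% of the 18194 genes tested, and 0 of the 8 reference genes with an assigned identifier. These values argue against the authors' normalization as the whole of the -1.96 of *ANAC104*. They cannot decide for *ANAC083*, because a shift of -1.02 would leave unchanged genes near the threshold of -1. A smaller effect of the normalization on either gene is left open. Scaling to the library totals gave -1.26 for *ANAC083*. It moves all genes with reads in *cep1* by the same amount and so does not test the normalization. Factors estimated from all genes were not computed. Variation between plants was not measured. Under an assumed biological coefficient of variation of 0.2, edgeR's exact test called *ANAC104* and not *ANAC083*, and under 0.4 it called neither. The effect of the genotype was not tested apart from the age of the stems.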

How the results depend on the processing

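No paired analysis was possible because there is 1 library per genotype, and for the same reason no library could be left out. The counts below are of the 733 deposited genes that pass under each setting. Genes outside the table were not analysed here and cannot be gained, so the counts are upper limits of overlap and not new totals.

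The number of down-regulated genes changed most with an assumed biological coefficient of variation. In edgeR's exact test 733 genes passed with 0.1, 503 with 0.2 and 198 with 0.4. The fall with a larger assumed variation follows from the construction of the test, and the true variation between plants is not known. A log2 ratio threshold of 2 left 343 genes, by construction. With the test centred on a log2 ratio of 0, in place of 0.24, 646 genes passed. The 87 that did not had between 231 and 1500 reads in the WT, and *ATHB-54* and *NAC014* were among them. A pseudocount of 0.5 on both normalized counts left 717 genes, with 13 of the 14 transcription factors named in the paper among them. Leaving out 16 organelle genes left 717, leaving out the seed list left 711 and scaling to the library totals left 732. The counts at full depth and the exact binomial test left all 733. The filters of at least 20 reads and of an FPKM of at least 1 in at least one library removed none of the genes and so test nothing.

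*CEP1* stayed lower in *cep1*, with a log2 ratio of -1 or below, under each of the 5 alternatives computed for it. The 35 other named genes kept a log2 ratio of -1 or below in all 175 values under the same 5 alternatives. For the genes among them without reads in *cep1* these values depend on the number that replaces 0. The named genes come from a table selected at a log2 ratio of -1 or below. Scaling to the library totals lowers the ratio of every gene with reads in *cep1* by 0.24, and FPKM values are scaled in that way too. That all values stayed at -1 or below was therefore largely fixed in advance and is weak evidence of robustness. None of this bears on variation between plants. The 61 genes without reads in *cep1* became 89 when at most 3 reads were allowed. With the clusterings added after the data had been seen, the smaller group held 62 or 75 genes, depending on the value that replaced an FPKM of 0. Without *CRC*, its most abundant gene, the seed list held 0.362% of the WT reads, a fall that follows from leaving the gene out.

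Not run, because the table holds only down-regulated genes, were every alternative for the up-regulated genes and the list medians, edgeR's TMM factors and DESeq2's size factors, the threshold of 0.05 on the adjusted p-value, which all 733 genes already pass, and the share of summed FPKM for the seed list.

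Depth limits the lowest ratios. The 138 genes with a normalized count under 1 in *cep1* have fewer reads there than the factor of 20.3, and the log2 ratios of the 89 genes with at most 3 reads depend on a few reads or on the value that replaces 0.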

Differences from the paper's values

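None of the values compared with the paper's, on the settings used at the claims, differed by more than 1.5 times. The number of down-regulated genes was 733 against the paper's 733. This match was largely fixed in advance, because only genes the authors had called were available and the p-value cutoff was derived from them. There were 61 genes without a read in *cep1* against the paper's smaller sub-cluster of 62. Those with at least 1 read numbered 672 against the paper's 671. A clustering chosen after seeing the values, with an FPKM of 0 replaced by 0.00001, reaches the paper's 62 and 671.

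The paper states that the differentially expressed *CESA* genes were all up-regulated, whereas *CESA10* is among the down-regulated genes of the deposited table, with a log2 ratio of -6.02. The paper's list of down-regulated *NAC* genes is shorter than the 10 found by name in the table, and its list of HD-ZIP genes is shorter than the 6 found.

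The text and the legend of Fig. 6 give panels D and E as the down-regulated and F and G as the up-regulated sub-clusters. In the picture, with the *cep1* library on the left and the WT on the right, the lines of panels D and E fall towards the WT and those of F and G rise, and the panel titles give the group sizes in the opposite order to the text. The mean log2 ratios computed here for the down-regulated genes, -21.97 and -2.66 from WT to *cep1*, have the sizes shown by panels F and G. The -21.97 is set by the 0.00001 that replaced an FPKM of 0, a value chosen after the data had been seen. With 0.001 the mean was -14.48. The match in size is therefore not independent evidence on the panels.

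The methods set the threshold of the adjusted p-value at 0.05 and the results at 0.005. The largest adjusted p-value in the authors' deposited table is 0.00499, which lies under both and next to the lower one.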

Other observations

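The gene lists below were fixed before the deposited table was examined. The table holds 4.03% of the 18194 genes that the authors tested, which is the share that a list would have in it if its genes were drawn at random from the tested genes.

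Of 10 senescence genes 6 were in the table. Their reads in *cep1* and in the WT were 759 and 9691 for *SAG12*, 15 and 553 for *RNS1*, 110 and 670 for *ATNAC2* (*ORE1*), 435 and 1378 for *NAC029* (*NAP*), 499 and 1489 for *SGR1*, and 1 and 905 for *SWEET15* (*SAG29*). No explanation of this pattern was tested.

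Of the 4 vacuolar processing enzyme genes 3 were in the table, the α, β and δ forms, and the γ form that the paper discusses was not. Of 7 genes of tracheary element autolysis only *CEP1* was in it, and *XCP1*, *XCP2* and *MC9* were not. Of 26 regulators of the secondary wall, 14 genes of monolignol synthesis, 15 tubulin genes, 10 genes of salicylic acid defence, 16 photosynthesis genes and the 8 of 11 reference genes with an assigned identifier, 0 were in the table of down-regulated genes. A gene outside the table was either not called or called up-regulated, and its value was not analysed here.

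Gene names in the deposited table include dates. The gene written 2-Sep, AT3G02310, is *SEP2* in RefSeq, and the gene written 1-Oct is AT1G73220, an organic cation and carnitine transporter.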
